A study of Danio rerio with 8 samples.

How the data were processed

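RNA sequencing was carried out on melanomas of 8 zebrafish samples, 3 carrying an egfp transgene and 5 carrying a dgat1a transgene, each under the mitfa promoter. The groups and replicate numbers came from the sample titles. RNA was extracted with Trizol and libraries followed Illumina's standard preparation, per the labels' protocols. The labels do not state the aligner, read counter, genome build, annotation, strandedness or gene filter, so effects of reads shared between near-identical or overlapping genes could not be assessed.

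The authors deposited 3 tables, each with 22416 Ensembl gene IDs. The first held a per-million signal for each sample, written fpm below. Its columns summed to between 907747 and 1053608, so it was scaled by a factor per sample other than the column total. In every column 100% of the values were whole multiples of the value of 1 read within a tolerance of 0.01, and whole reads were recovered by dividing by that value. The recovered totals ranged from 20936089 to 26865735 reads per sample. A value of 3 reads, taken as the smallest level the depth could show, corresponded to between 0.109 and 0.138 fpm. This floor covers counting error only. The lowest total of a listed gene over the 8 samples was 16 reads. The second deposited table held variance-stabilised values on a log2-like scale, whose rank order over all genes and samples matched that of the per-million values (Spearman's rho 1.00). The third deposited table held the authors' own comparison: a mean signal per gene, a log2 fold change with its standard error, a score equal to their quotient, and a p-value and adjusted p-value. Its column names are those of a DESeq2 results table, per the file headers. No adjusted p-value was listed for 3439 genes. No per-sample column of the tables was left out.

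The per-million values were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(value + 0.5). The 16853 genes with a mean of at least 1 fpm over the 8 samples were tested. The model held the transgene as its 1 factor, all 8 samples shared one variance estimate per gene, and p-values were two-sided with Benjamini-Hochberg adjustment at a threshold of 0.05. A fold change on the log2(value + 0.5) scale understates the change of genes with low values. The share of the summed variance that lay between the groups was compared with all 56 splits of the 8 tumours into 3 and 5, an exact permutation test whose smallest possible p is 0.0179. The recovered reads were tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors) and DESeq2 1.42.0 as alternatives. The other alternatives were pseudocounts of 0.1 and 1, no filter on low values, a minimum mean of 5 fpm, the deposited variance-stabilised values, quantile normalization, TMM scaling, no intensity trend, sample weights, 3 dgat1a tumours in place of 5, the replicate number as a block, and leaving out each tumour in turn. These and the tests were chosen before the data were examined. The plan put the edgeR quasi-likelihood test in place of limma if the values were raw counts. The listed values were scaled, though whole reads could be recovered from them, and limma was kept as the main test. With the edgeR test as the main one, the count would have been 3 genes. An edgeR likelihood ratio test, edgeR with DESeq2-type size factors, and DESeq2 with a prior on fold changes were added after the data were seen.

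The pairing comes from the sample titles, in which numbers 1 to 3 occur in both groups. The labels do not say whether same-numbered tumours share a clutch, a date or a library batch, so the block is a check rather than the main design. No label gives a batch. Libraries were checked for duplicates by a chi-square of their reads over genes. The smallest value of any pair was 95.1 per degree of freedom, so all 8 were counted as separate samples.

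The tests were checked on simulated data with the real genes' means, library sizes and dispersions, in which 200 of 16853 genes were changed by 2 or 3 log2 units. limma called 142 genes, of which 128 were changed genes. The edgeR quasi-likelihood test called 131, of which 124 were changed genes. DESeq2 called 226, of which 159 were changed genes, so 29.6% of its calls were false in this 1 simulated data set. Every changed gene that was called had the simulated direction.

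The files pair no gene ID with a symbol, and 0 of the 22416 IDs matched the 49597 rows of the RefSeq gene table used (assembly GRCz12tu). That reference lists no Ensembl IDs for zebrafish, so no match was possible whatever the IDs. The planned comparison of dgat1a by name and the planned comparisons of gene lists for lipid storage, fatty acid oxidation, oxidative stress, proliferation, ribosomal proteins and pigment cells were therefore not run. GC content, gene length and tissue content were not analysed here for the same reason. The rule for the genes named in the text was written before the data were examined: the largest rises and falls among genes past the threshold in limma whose groups do not overlap. Its further condition, a gene symbol, was dropped after the data were seen. The number of IDs given in each direction was also lowered then, to 2. No coordinates are given. Figures were drawn with matplotlib 3.10.9.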

Results

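Transcriptomes were measured in NRAS-driven melanomas of zebrafish that also carried a mitfa mutation. Tumours were generated with miniCoopR, a vector system in which a mitfa rescue gene is linked to a gene of interest, so that the melanocytes restored in a mitfa mutant carry that gene. Control tumours expressed egfp (n = 3) and test tumours expressed dgat1a (n = 5), a zebrafish gene for diacylglycerol O-acyltransferase, which makes triacylglycerol. All were harvested at an age of 10 to 12 weeks. The egfp libraries held 23921802, 23221000 and 25528713 reads assigned to the listed genes in replicates 1 to 3. The dgat1a libraries held 23112421, 24666870, 20936089, 26865735 and 23774815 reads in replicates 1 to 5. Values are given in fpm, the per-million signal as the authors scaled it, and statistics were computed on log2(fpm + 0.5).

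The first comparison asked how far the tumours of each group resembled one another. Pearson's r between log2 profiles, taken across 16853 genes that are not independent replicates, had a median of 0.917 over the 10 pairs of dgat1a tumours, with a range of 0.897 to 0.945. It was 0.863, 0.893 and 0.913 for the 3 pairs of egfp tumours. Between the groups the median over 15 pairs was 0.895. The median gene had an SD of 0.44 log2 units among the egfp tumours and 0.41 among the dgat1a tumours. On the first principal component, which carried 34.3% of the variance, egfp replicate 1 scored -125.9 and the other 7 tumours lay between -27.8 and 42.00. The mean correlation of egfp replicate 1 with the other tumours was 0.854, against 0.897 to 0.918 for the rest. In that library 1232 of the 22416 genes were listed at 0, against 353 to 777 in the others.

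**Figure D1:**
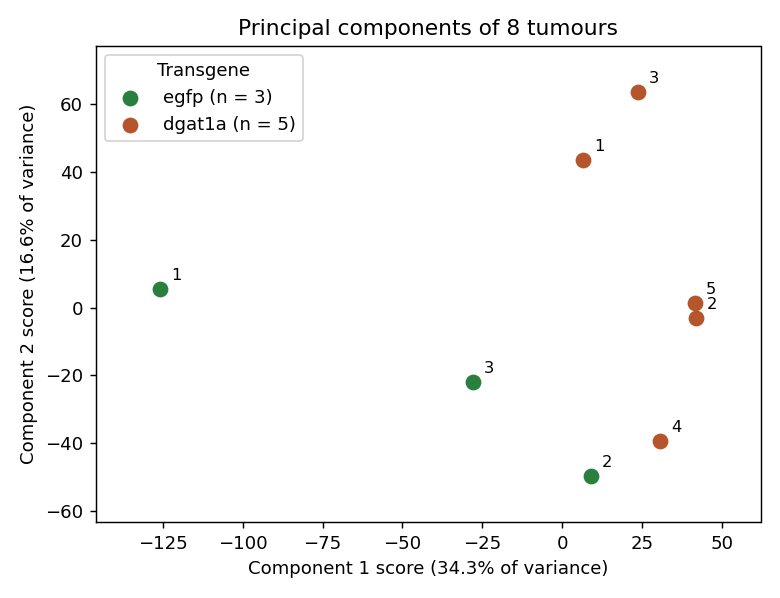
Scores of the 8 tumours on the first (x axis, 34.3% of the variance) and second (y axis, 16.6%) principal components of log2(per-million value + 0.5), with each point a tumour, coloured by transgene and numbered by replicate. egfp replicate 1 sits at -125.9 on the first component, and the egfp tumours 2 and 3 lie nearer the dgat1a tumours than to it.

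Whether the groups differed as a whole was tested on the share of the summed variance lying between them. This share was 24.04%, the largest among the 56 splits of the 8 tumours into 3 and 5, whose median was 13.4% (exact permutation test, one-sided on the share, p = 0.0179, the smallest the design allows). The test treats all 8 tumours as exchangeable. If same-numbered tumours belong together, only the 8 splits that part all 3 same-numbered pairs compare, and 8 splits cannot give a p under 0.05. Leaving out tumours moved the share and its p-value most. Without egfp replicate 2 the share was 32.3% (exact permutation p = 0.0476, the smallest that design allows), and without egfp replicate 3 it was 26.7% with the highest p-value (exact permutation p = 0.0952).

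Differences of single genes between dgat1a and egfp tumours were tested next. The labels give no clutch, date or library batch, so differences of these kinds between the groups cannot be told from an effect of the transgene. With limma, 9 of 16853 genes had a Benjamini-Hochberg adjusted p under 0.05, 6 of them higher and 3 lower in dgat1a tumours. In all 9 the values of the groups did not overlap. Their changes ranged in size from 1.34 to 6.28 log2 units. At an unadjusted p under 0.05 there were 2529 genes, or 15.01% of those tested. The groups did not overlap in 1754 genes, 10.4% of those tested, where chance gives 3.57%. The median log2 fold change of all tested genes was 0.04. The choice of test moved the count most. On recovered reads, for which 100% of the values came out whole, the edgeR quasi-likelihood test called 3 genes and DESeq2 called 866, of which 391 were higher and 475 lower. All 3 edgeR genes were among the 9 from limma, and all 9 were among the 866 from DESeq2. With the replicate number as a block, using tumours 1 to 3 of each group, limma called 0 genes, with 2080 at an unadjusted p under 0.05. The same 6 tumours without the block gave 4 genes, with 1839 at an unadjusted p under 0.05. Same-numbered tumours deviated from their group means with correlations of 0.24, 0.07 and 0.01 across genes, a mean of 0.107, against a mean of -0.03 and a range of -0.25 to 0.20 for the 12 other pairs across groups.

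**Figure D2:**
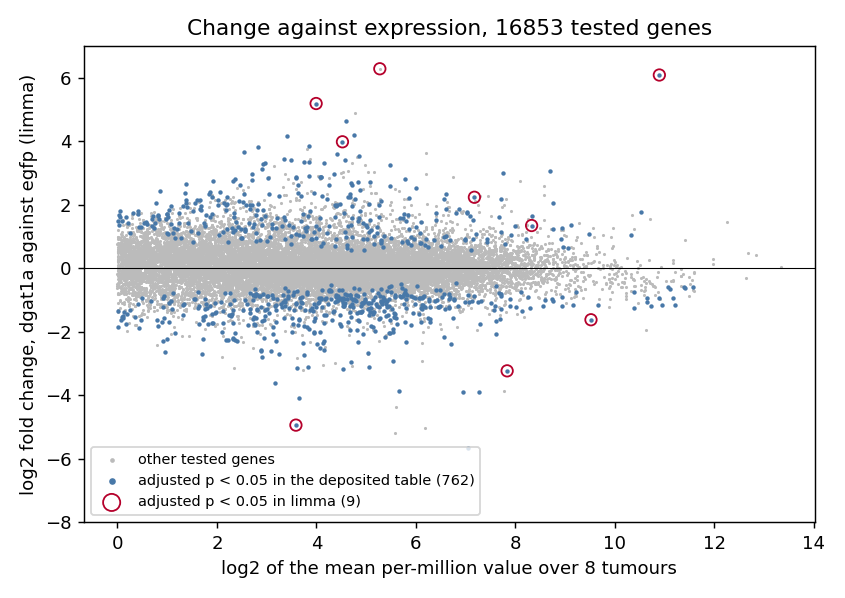
Log2 fold change of dgat1a against egfp tumours from limma (y axis) against the log2 of the mean per-million value over 8 tumours (x axis), with each point 1 of 16853 tested genes. The 9 genes past the threshold in limma are circled, and the 762 tested genes past it in the authors' deposited table are blue and lie on both sides of 0.

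The IDs with the largest rises and falls among the 9 genes were examined in each tumour. Their symbols were not assigned, and neither was dgat1a identified among the IDs. Because the transgene is a zebrafish gene, its reads may be counted on the dgat1a ID. A rising ID, ENSDARG00000103503 included, could therefore be the transgene itself rather than a response to it, and this was not tested. ENSDARG00000103503 had the smallest p-value of all tested genes in limma. It measured 47.1 ± 25.1 fpm (SD, n = 3) in egfp tumours and 3015 ± 724 (SD, n = 5) in dgat1a tumours, where each library held at least 56955 of its reads. The log2 fold change was 6.08 with a standard error of 0.33 (limma adjusted p = 0.00019). With the replicate block it was 6.20 (limma adjusted p = 0.0765), and the 3 paired differences were 6.69, 5.31 and 6.60. ENSDARG00000070351 was listed at 0 in egfp replicates 1 and 3 and at 1.06 fpm (24 reads) in replicate 2, while the dgat1a tumours ranged from 26.9 to 97.8 fpm. Its log2 fold change was 6.28 with a standard error of 0.51 (limma adjusted p = 0.00215), and the edgeR quasi-likelihood test did not call it (adjusted p = 0.124).

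ENSDARG00000035852 measured 31.1 ± 12.8 fpm (SD, n = 3) in egfp tumours and 0.560 ± 0.539 (SD, n = 5) in dgat1a tumours, in which it had 4 to 32 reads per library. It fell by 4.94 on the log2 scale with a standard error of 0.45 (limma adjusted p = 0.00346; edgeR quasi-likelihood adjusted p = 0.0563). ENSDARG00000037517 measured 517.3 ± 169.3 fpm (SD, n = 3) in egfp tumours and 54.7 ± 18.6 (SD, n = 5) in dgat1a tumours. It fell by 3.23 with a standard error of 0.32 (limma adjusted p = 0.00742), and it was past the threshold in edgeR too (quasi-likelihood adjusted p = 0.0249). With the replicate block their log2 fold changes were -4.58 and -3.28, each with a limma adjusted p of 0.145, and both IDs were lower in all 3 pairs.

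**Figure D3:**
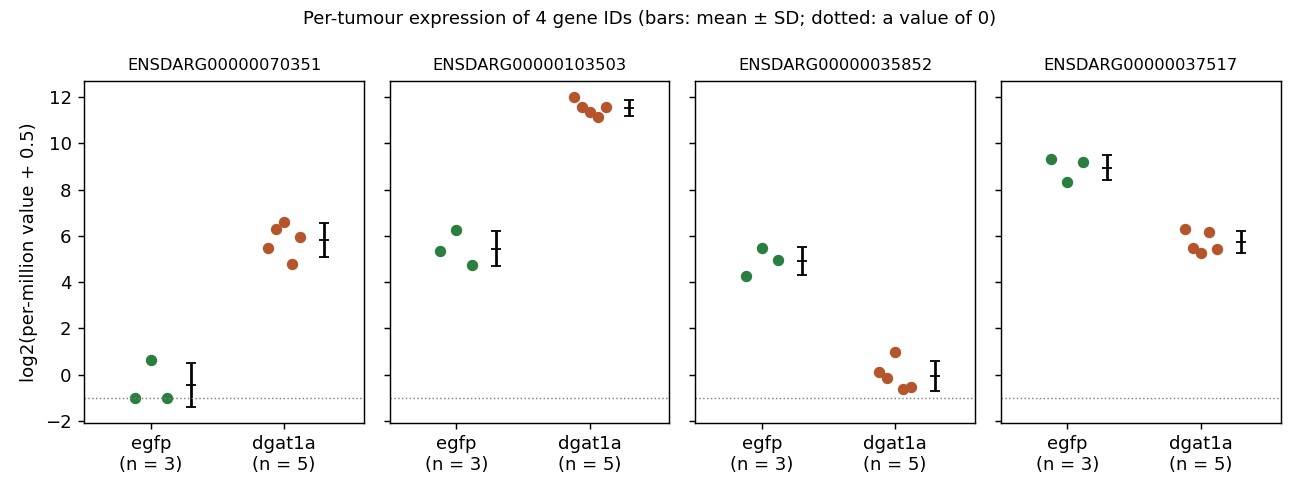
Expression of 4 gene IDs in each tumour, as log2(per-million value + 0.5) on the y axis, for egfp (n = 3) and dgat1a (n = 5) tumours, with bars for the mean ± SD and a dotted line at the level of a value of 0. The groups do not overlap in any of the 4, and ENSDARG00000070351 sits on the dotted line in 2 of the 3 egfp tumours.

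The authors' deposited table gave their own comparison of the same groups. There, in the authors' deposited table, 823 of 22416 genes had an adjusted p under 0.05, 348 higher and 475 lower in dgat1a tumours, and 281 had an adjusted p under 0.01. Of the 823 genes in the authors' deposited table, 762 were among those tested here. All 762 changed in the same direction in limma, 740 had an unadjusted limma p under 0.05, and in 618 (81.1%) the groups did not overlap. Because these genes were called on the same tumours, such agreement was largely fixed in advance and is not separate evidence. Across tested genes, which are not independent replicates, the log2 fold changes of limma and of the authors' deposited table had a Pearson's r of 0.947 and a Spearman's rho of 0.969. The authors' deposited table and limma shared 8 of the 9 limma calls. The exception was ENSDARG00000070351, which had a log2 fold change of 1.76 with a standard error of 0.62 and an adjusted p of 0.0788 in the authors' deposited table. DESeq2 run on the recovered reads with a prior on fold changes gave 838 genes, 819 of them shared with the authors' deposited table, and its log2 fold changes differed from the deposited ones by at most 0.00019.

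The number of genes obtained from egfp against dgat1a was set beside that from the other splits of the same tumours into 3 and 5. At limma's adjusted p under 0.05, the other 55 splits gave 0 to 36 genes with a median of 0, against 9 for the real groups, which ranked behind 1 other split, that of dgat1a replicates 1, 3 and 5 against the other 5 tumours. At an unadjusted p under 0.05, the other 55 splits gave 267 to 2141 genes in limma, against 2529 for the real groups. With DESeq2 they gave 5 to 313 genes at an adjusted p under 0.05, against 866.

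**Figure D4:**
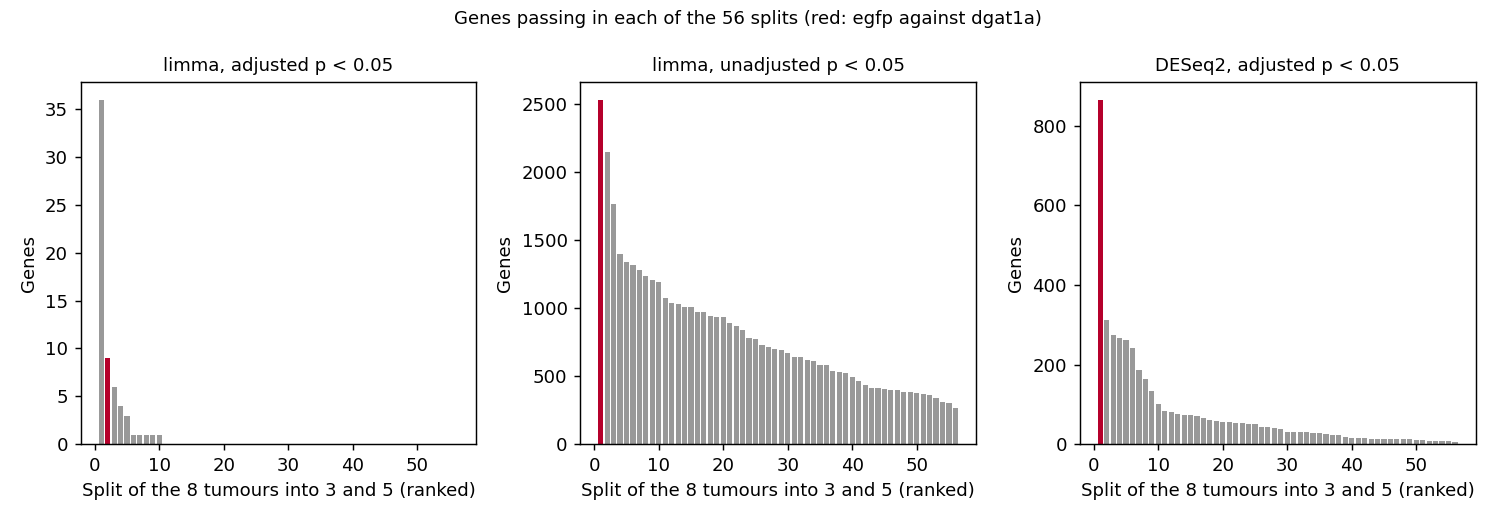
Number of genes (y axes) passing an adjusted p under 0.05 in limma (left), an unadjusted p under 0.05 in limma (middle) and an adjusted p under 0.05 in DESeq2 on recovered reads (right) in each of the 56 splits of the 8 tumours into 3 and 5, ranked along the x axes. The split of egfp against dgat1a, in red, ranks behind 1 other split in the left panel (9 genes against 36) and is the highest in the middle and right panels, at 2529 and 866 genes.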

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

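The count of 9 genes stayed within 1.5 times under both other pseudocounts, both other filters, the variance-stabilised values, quantile normalization, TMM scaling, no trend and sample weights, with 6 to 11 genes. These fits kept between 6 and all 9 of the same genes. Quantile normalization moved the median log2 fold change of all genes from 0.04 to 0.00. The share of calls that were higher was 66.7%. It lay between 57.1% and 72.7% in those fits, 45.2% with DESeq2 (391 higher, 475 lower) and 33.3% with the edgeR likelihood ratio test (147 higher, 295 lower). It also moved within limma: 34.5% without egfp replicate 2 (19 higher, 36 lower), 85.7% without egfp replicate 3 and 100% of the 4 genes with dgat1a replicates 1 to 3 only.

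Outside that range, the count was 0 with the replicate block, 4 with dgat1a replicates 1 to 3 only, 3 with the edgeR quasi-likelihood test under either kind of size factor, 442 with the edgeR likelihood ratio test and 866 with DESeq2. With the block, 2080 genes had an unadjusted p under 0.05, against 1839 with dgat1a replicates 1 to 3 only and no block. Across the 8 fits that each left out one tumour, the count ranged from 5 to 55 genes; the highest came without egfp replicate 2 and the lowest without egfp replicate 1. The cause was not tested for the 3 dgat1a tumours or for egfp replicate 2. For the block, the 4 named IDs had the same fold changes as in the same tumours without it. Their standard errors were smaller with the block (ENSDARG00000103503 0.350 against 0.403). The block leaves fewer residual degrees of freedom, so its count of 0 does not show that pairing removed the difference.

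The between-group share of variance was 23.3% to 25.5% under the filters, scalings and variance-stabilised values, and the real split ranked first in each. Leaving out one tumour gave 21.3% to 32.3%, with exact permutation p-values from 0.0286 to 0.0952. The p-value passed 0.05 without egfp replicate 3 (share 26.7%) and without dgat1a replicate 3 (26.3%, exact permutation p = 0.0571).

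The authors' deposited count of 823 fell to 281 at an adjusted p under 0.01, and was 838 when recomputed with a fold change prior.

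Among the 4 named IDs, no fit changed a direction. Of their 92 values under other settings, 80 kept their side of the threshold and 12 did not, 2 of those when a tumour was left out. ENSDARG00000103503 passed in 22 of 23 fits, with adjusted p-values (limma, edgeR or DESeq2) from 1.8e-55 to 0.0765. ENSDARG00000070351 passed in 20 of 23, and ENSDARG00000035852 and ENSDARG00000037517 in 19 of 23 each. ENSDARG00000037517 missed the threshold without egfp replicate 1 (limma adjusted p = 0.0575) and without egfp replicate 3 (limma adjusted p = 0.0738). The comparisons of dgat1a by name and of gene lists, with their alternatives such as limma's camera and median centring, were not run, because no ID was paired with a symbol. At 20936089 to 26865735 reads per library, depth limits genes near the floor of 3 reads, such as ENSDARG00000070351 in egfp tumours, whose log2 fold change moved between 5.27 and 7.96 in the fits without a fold change prior and was 1.76 with DESeq2's prior.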

Other observations

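The test of library depth on egfp replicate 1 was chosen after its result was seen; the other tests here were written down before theirs were.

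The groups compared share replicate numbers, so the real split was set beside the 8 splits that part all 3 same-numbered pairs. Of these 8 splits, 1, the real one, gave as many genes past the threshold in limma (9, the others 0 to 6), 1 as many at an unadjusted p under 0.05 (2529, the others 377 to 1276) and 1 as many with DESeq2 (866, the others 13 to 263). With 8 splits the share cannot go under 0.05, so these tests alone cannot rule out a chance arrangement. The remaining splits put same-numbered tumours together. Over all 56 splits, 1 gave as many genes with DESeq2 and 1 as many at an unadjusted p under 0.05. For limma's adjusted threshold the number was 2 of 56: dgat1a replicates 1, 3 and 5 against the other 5 tumours gave 36 genes, more than the study's groups. What those 3 tumours share was not tested.

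The number of genes reported for this comparison depends on the test, from 3 to 866. A candidate explanation is that DESeq2's Wald test treats each gene's estimated dispersion as known, whereas the limma and quasi-likelihood tests carry its uncertainty with 8 samples. The edgeR likelihood ratio test, which also takes the dispersion as known, called 442 genes on the same reads, against 3 with the quasi-likelihood test, and 417 of the 442 were DESeq2 calls. This is consistent with the explanation, which leaves the remaining distance from 442 to 866 open. In the simulated data the same contrast appeared, with 29.6% false calls for DESeq2, 19.8% for the likelihood ratio test, 9.86% for limma and 5.34% for the quasi-likelihood test. There DESeq2 called only 226 genes and limma 142. The simulation drew genes independently, changed 200 of them by 2 or 3 log2 units and held no outlying tumour. Its shares of false calls therefore do not carry over to the lists from the real tumours. The length of the DESeq2 list also depended on egfp replicate 1. Without that tumour DESeq2 called 269 genes, 219 of them shared with the 866, against 492 to 1293 genes when each of the other 7 was left out. limma's count fell too, from 9 to 5, so the distance between the tests narrowed without this tumour but did not close. A hypothesis that follows is that part of the deposited list may describe what sets egfp replicate 1 apart rather than the transgene. The 20 other splits that put that tumour in the group of 3 gave 9 to 313 DESeq2 genes, with a median of 57. These splits also mix egfp and dgat1a tumours, so a real difference between the groups would add spread within them. They therefore cannot tell how much of the list that tumour carries.

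The authors' deposited table has more genes lower (475) than higher (348) in dgat1a tumours. egfp replicate 1 was the highest egfp tumour in 67.7% of the 449 tested genes called lower, against 34.4% of all tested genes. It was also the lowest egfp tumour in 60.4% of the 313 called higher, against 35.2% of all tested genes. egfp replicate 1 is thus extreme among calls in both directions, but the calls were selected on fold changes that include its own values. Its percentages over all tested genes are therefore not what to expect among calls, so these shares cannot tell whether it carries the lower calls. In DESeq2 without the prior, the surplus of lower calls (391 higher, 475 lower) was absent without egfp replicate 1 (141 higher, 128 lower), but also without dgat1a replicate 2 (340 higher, 328 lower) or dgat1a replicate 4 (366 higher, 355 lower). The surplus therefore depends on more than that tumour.

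egfp replicate 1 stood apart from the other 7 tumours. Its depth of 23921802 reads lay within the range of the others (20936089 to 26865735). The 100 highest genes of its library took 23.8% of its reads, within the range of 20.03% to 24.2% in the others. Over the 4089 genes with a mean of at least 50 fpm, its mean distance to the other tumours was still the largest, at 1.104 log2 units per gene (root mean square), against 0.72 to 0.90, so noise of low genes does not account for it. RNA from other cells in the dissected tumour, RNA quality and a library batch remain possible and were not tested here, since no ID has a symbol and no label gives a batch. No biological explanation was tested.

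ENSDARG00000070351 had the largest rise in limma and is not among the genes past the threshold in the authors' deposited table. Recomputing with DESeq2 on all genes gave a log2 fold change of 1.76 (adjusted p = 0.0793) with the fold change prior and 7.46 (adjusted p = 9.1e-05) without it. Both fits used the same reads, so the prior separates these results. Over all genes, DESeq2 without the prior called 923 genes, against 838 with it.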
